A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Cell cycle population effects in perturbation studies" (2014).

How the data were processed

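RNA of Saccharomyces cerevisiae BY4742, a haploid laboratory strain of mating type alpha, was measured on 4 spotted oligonucleotide microarrays with a pair of colours each. The cells carried the plasmid YCpLac111, a centromeric plasmid with the LEU2 marker, and were grown for a pair of doublings in phosphate-free synthetic complete medium to which 10 mM phosphate (standard phosphate) or 75 uM phosphate (low phosphate) was added. Each group holds 2 arrays, named a and b as in the labels. On the a arrays the sample was labelled with Cy3 and a common reference with Cy5, and on the b arrays the dyes were exchanged. The common reference was RNA of wild-type cells of the same strain, with no plasmid named in its labels. Groups, replicate letters and dyes were taken from the labels. The replicate letter is therefore the dye orientation, and the effects of culture and dye within a group cannot be separated. The submitters describe the arrays of a condition as independent cultures, whereas the study's methods describe biological replicates that were each repeated with exchanged dyes. If the arrays of a group shared a culture, the p-values given here would measure technical spread only.

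The deposited scanner files hold the mean intensity and the median background intensity of each spot in both channels, which the authors obtained with an Agilent scanner and Imagene software and did not normalize. Each array has 15552 spots in 48 print blocks, of which 12776 are 2 spots for each of 6388 gene probes, 1872 are spots of 14 external spike-in probes and 904 are other controls. The deposited series table holds log2 ratios per spot. Per the deposited protocol text the authors made them by print-tip loess with a span of 0.4 without background subtraction, leaving absent and nearly saturated spots out of the curve, and corrected them for gene-specific dye bias estimated from wild-type hybridizations. Set against the scanner values, these log2 ratios ran as sample over reference on all 4 arrays. Their correlation over gene spots with log2 Cy5 over Cy3 was -0.65 and 0.68 for standard phosphate a and b and -0.91 and 0.94 for low phosphate a and b, and their medians were -0.0072, -0.0059, -0.012 and -0.0063. A deposited final table gives a log2 value (M) and a p-value per condition for 6182 gene probes, which the authors computed with limma 2.12.0 per the deposited protocol text, with Benjamini-Hochberg correction. A figure legend of the study gives its phosphate data as low against standard phosphate, and its methods name wild-type profiles as the general comparator of its limma tests. The table itself describes M as log2 of test over reference, names the arrays of each condition in its headers, and does not say which samples the p-values were tested against. It holds no values per array, so its values entered no fit. Its M values were set against the arrays only in the closing observations, and its probes define an alternative setting.

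Background was corrected with normexp and an offset of 50, and each array was normalized by loess on the gene spots with limma 3.58.1 in R 4.3.3. Control spots had no weight in the curve and were left out afterwards. Ratios of the a arrays were turned so that every value is log2 of sample over reference, and both spots of a probe were averaged. Linear models with a mean per group were fitted to all 4 arrays with lmFit and eBayes (limma 3.58.1), two-sided, with Benjamini-Hochberg adjustment over the 6388 probes and a threshold of 0.05. The fit left 2 residual degrees of freedom and its prior added 1.98. Comparisons were low minus standard phosphate, and each group against the reference. The reference is a single RNA pool, so its own spread is left out of the latter. Genes over the study's thresholds of 1.7-fold and P of 0.05 were counted with the unadjusted p. The study's text gives these thresholds without saying whether P was adjusted. With the adjusted p (limma) the low minus standard count was 1.

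In total, 35 gene lists were fixed before the data were examined and were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The test was repeated with an estimated correlation and with fry. With an estimated correlation, camera uses at most the 2 residual degrees of freedom of the fit, which makes a pass hard to reach. The list of amino acid genes under Gcn4 had an estimated correlation of -0.00385, below 0.01. Its unadjusted camera p still went from 2.24e-09 to 0.0207. A call lost there therefore cannot be put down to correlation between genes alone. For other lists the estimated correlation lay far above 0.01. It was 0.973 for ribosome biogenesis, 0.971 for stress, 0.797 for ribosomal proteins, 0.728 for glycolysis, 0.711 for PHO and 0.558 for respiratory chain genes. For these lists, camera at a correlation of 0.01 likely overstates the evidence. A list member was also adjusted over the list alone. Enrichment of the PHO list was tested with Fisher's exact test, one-sided, against all 6388 probes. The genes named are the 12 highest and 12 lowest changes over 1.7-fold with both low phosphate ratios on one side of both standard phosphate ratios, all measured PHO members, up to 3 members per other list with the smallest p, the marker loci, and 5 genes in each direction per group against the reference. Because fewer than 12 genes per direction passed the adjusted threshold, these ranks were taken at an unadjusted p of 0.05.

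Probe names came from the platform annotation and were updated through the RefSeq gene table of assembly R64, which was used for names only. Of the gene probes, 5326 had 1 symbol, 0 had several and 1062 had none here. The symbols of 5324 probes matched a current gene and 58 were updated. For 11 symbols with 2 probes, lists used the brighter probe. The array's genome build is not given in the sources used here, so no coordinates are given. PHO5, PHO11 and PPN2, which were among the planned PHO members, had no named probe and were not analysed here, and the probe of PHO12 cannot be told from its near-identical copy PHO11.

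The signal was above background, taken as over 2.6 background SDs in both spots, for 98.8% and 90.3% of probes on the standard phosphate arrays a and b and for 98.4% and 94.1% on the low phosphate arrays. No named gene was below background on all arrays of a group, and the number of arrays limits the precision. However, LYS2, which this strain lacks, was also above background on all 4 arrays, so this call alone does not show expression. The mean normalized log2 sample signal of LYS2 in standard phosphate was 6.72. GIT1 (6.23), CTF19 (6.26), PHM7 (6.44), PHO89 (6.57) and BIO5 (6.14) lay below it there, so the exact size of their ratios is uncertain. On simulated arrays with the observed spread and 100 probes changed by each size among the 6388, the low minus standard comparison called 55% of 2-fold and 91% of 4-fold changes, with 4 false calls. The changed probes were drawn at random there, not from the probes with the widest spread. Noise was drawn for each probe on its own, whereas on the measured arrays genes moved together. Camera's estimated inter-gene correlation was 0.971 for the stress list. The shares called may therefore not hold for the measured arrays, where PHO12 at 6.84-fold had an adjusted p of 0.247 (limma).

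Alternatives were no background correction, an offset of 0, print-tip loess, median centring, loess on spike-in spots, scaling between arrays, Aquantile normalization (which leaves the ratios as they are), leaving out the dimmest 25% of probes, the replicate letter as a block, eBayes with trend and robust, the deposited log2 ratios, the correlation of duplicate spots in the fit, an adjusted p under 0.01, and leaving out each array. The authors' stated steps together, without the dye correction, and the restriction to the probes of the final table were added after seeing the data.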

Results

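The expression profile of wild-type yeast was measured under low (75 uM) and standard (10 mM) phosphate, with 2 arrays per condition and a common reference on each array. The median sample signal of the gene spots was 383 and 254 for standard phosphate a and b, and 310 and 322 for low phosphate a and b, over a background of 41 to 49. The reference signal was less even, at 703 and 131 for standard phosphate and 254 and 243 for low phosphate, over a background of 38 to 57. The SD of the ratios across probes was 0.599 on low phosphate b, against 0.197 to 0.27 on the other arrays. Both spots of a probe correlated with r = 0.967 to 0.998 across probes on every array. Across probes, which are not independent replicates, the ratios of both standard phosphate arrays correlated with r = 0.66 and those of both low phosphate arrays with r = 0.73, against 0.058 to 0.44 between conditions. The low phosphate arrays differed more from each other than the standard phosphate arrays did, with an SD of the difference b minus a of 0.444 against 0.205 on the log2 scale, and 555 against 54 probes over 1.7-fold apart.

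The first question was which transcripts respond to phosphate limitation, and in particular those of the PHO regulon, the targets of the phosphate-responsive transcription factor Pho4. All 20 measured PHO members had a higher mean in low phosphate, with a median log2 difference of 1.40 (2.64-fold). The largest differences were for PHM8, a nucleotidase (2.85, SE 0.52), PHO12, an acid phosphatase (2.77, SE 0.30), SPL2, a regulator of low-affinity phosphate transport (2.75, SE 0.23), and PHM6 (2.75, SE 0.47). The vacuolar polyphosphate polymerase subunits VTC1, VTC3, VTC4 and VTC2 were higher by 2.32 (SE 0.34), 2.04 (SE 0.20), 1.77 (SE 0.16) and 1.05 (SE 0.18). The high-affinity phosphate transporter PHO84 went from 2.24 ± 0.04 to 3.70 ± 0.32 against the reference (log2, SD, n = 2), a difference of 1.46 that was 0.516 with scale between arrays, and the transporter PHO89 from 0.46 ± 0.25 to 2.77, with 1.71 on array a and 3.83 on array b. The kinase inhibitor PHO81 and the transporter maturation factor PHO86 differed little between the low phosphate arrays, at 1.74 ± 0.0075 and 1.05 ± 0.015, and lay 1.35 and 0.91 above standard phosphate. With adjustment over the list alone, 14 of the 20 members rose, whereas 0 did so over all probes tested. Of the 102 genes that were over 1.7-fold higher with an unadjusted p under the study's threshold, 14 were PHO members (Fisher's exact test, one-sided, p = 1e-21). That test takes genes as independent, whereas the PHO members had an estimated inter-gene correlation of 0.711. Its p-value therefore does not measure the spread between cultures or arrays. As a list, the regulon rose relative to the other genes (camera, adjusted p = 5.12e-16), a call that did not hold with an estimated correlation (adjusted p = 0.53). PPN1, GIT1, GPP2, PHM7, ICY1 and PHO89 were the members not past the threshold within the list.

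**Figure D1:**
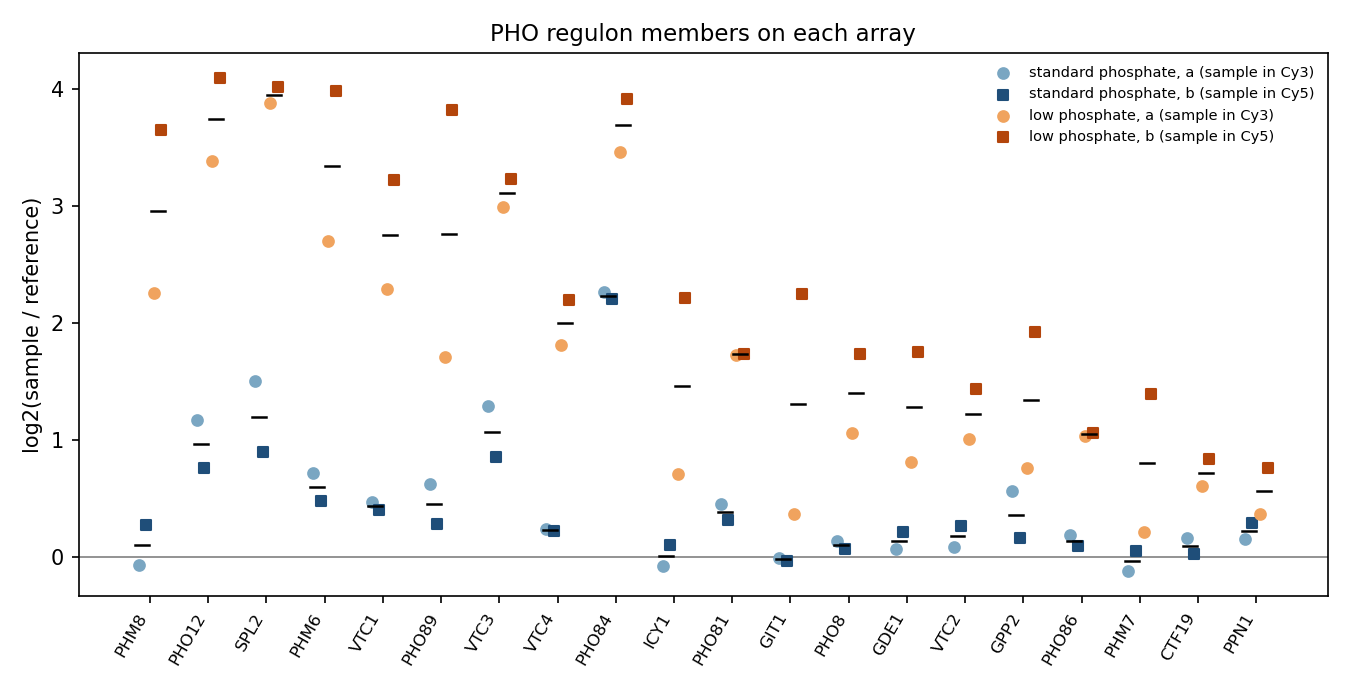
Log2 ratio of sample to reference for the 20 PHO regulon members, ordered by the difference between conditions, with points for each of the 4 arrays and a black line at the mean of the 2 arrays of a condition. Both low phosphate arrays lie above both standard phosphate arrays for every member, and PHO84 already lies at 2.24 in standard phosphate.

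Over all probes, 1 gene passed an adjusted p of 0.05 (limma): LEU1, an enzyme of leucine synthesis, fell by 2.84 on the log2 scale (SE 0.087, adjusted p = 0.035), from 1.65 ± 0.041 to -1.19 ± 0.0037 (SD, n = 2). In total 733 probes had an unadjusted p under 0.05, and 196 also differed over 1.7-fold, 102 higher and 94 lower. The latter count was 298 with loess on spike-in spots, 80 higher and 218 lower, and with an array left out it ranged from 64 without standard phosphate a to 936 without low phosphate a. Among the 12 highest differences, 2 were probes without a gene name here (SCAB002855 at 2.71, SE 0.37, and SCAB003096 at 1.95, SE 0.17), and among the 12 lowest 1 was (SCAB003421 at -1.42, SE 0.10). Without either standard phosphate array, or with the replicate letter as a block, the count over all probes was 0. LEU1 also did not pass with normexp offset 0, print-tip loess, median centring, loess on spike-in spots, scale between arrays, trend and robust, the deposited log2 ratios or the authors' stated steps, with differences of -3.05 to -2.69. Without low phosphate a the count was 2030 and without low phosphate b 96, each with LEU1 among them, in fits where the array left alone is assumed to vary like the other group.

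Other genes of branched-chain amino acid metabolism were lower along with LEU1. All 15 members of the leucine, isoleucine and valine list had a lower mean in low phosphate, with a median of -1.12 that was -0.609 without low phosphate b, and 7 fell with adjustment over the list alone. The mitochondrial carrier OAC1 was at -2.29 (SE 0.16) and the aminotransferase BAT1 at -2.13 (SE 0.25). In the list of other amino acid genes under Gcn4, 28 of 32 members were lower (median -0.39) and 8 fell with adjustment over the list alone, among them the vitamin B6 genes SNZ1 (-1.33, SE 0.089) and SNO1 (-0.999, SE 0.093) and the arginine gene ARG3 (-1.12, SE 0.11). Iron uptake genes under Aft1 were lower for 23 of 24 members (median -0.35, and -0.589 with the dimmest probes left out), and 9 fell with adjustment over the list alone. The siderophore transporter SIT1 was at -2.48 (SE 0.19), the iron permease FTR1 at -1.44 (SE 0.12) and the multicopper oxidase FET3 at -1.56 (SE 0.16). Each list was lower by camera (adjusted p = 1.78e-09, 9.82e-09 and 6.03e-11), and none of these calls held with an estimated correlation (adjusted p = 0.53, 0.52 and 0.53).

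A further question of the study is how much of such a profile is a shared stress or slow growth pattern. The study removed its own slow growth signature from the low phosphate profile. That signature was not used here, and the medians of fixed gene lists given instead are a different measure. All 53 measured stress genes under Msn2 and Msn4 had a higher mean in low phosphate (median 1.54, 2.91-fold), all 103 ribosome biogenesis genes a lower one (median -0.90), and 123 of 125 ribosomal protein genes a lower one (median -0.28). Camera gave adjusted p = 4.25e-15, 1.1e-21 and 8.82e-10, and each was 0.59 with an estimated correlation. No member of these lists passed with adjustment over the list alone. The shift differed between the low phosphate arrays: the stress median against the reference was 0.75 on array a and 2.43 on array b, that of ribosome biogenesis -0.14 and -1.14, and that of ribosomal proteins -0.048 and -0.57. Without low phosphate b the medians were 0.604 for stress, -0.405 for ribosome biogenesis and -0.0085 for ribosomal proteins, whose call was lost, and without low phosphate a they were 2.42, -1.45 and -0.56. The ribosomal protein median was -0.0983 with the deposited log2 ratios, -0.512 with median centring and -0.659 with loess on spike-in spots. The small heat shock protein HSP26 had the largest difference of all named genes (3.66, SE 0.68), at 1.97 on array a and 3.80 on array b. The glycerol phosphate dehydrogenase GPD1 was at 1.56 (SE 0.22) and the glycogen synthase GSY1 at 1.77 (SE 0.40), and the biogenesis factors RPF1, RCL1 and FCF1 at -1.005 (SE 0.30), -0.89 (SE 0.24) and -0.83 (SE 0.23).

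**Figure D2:**
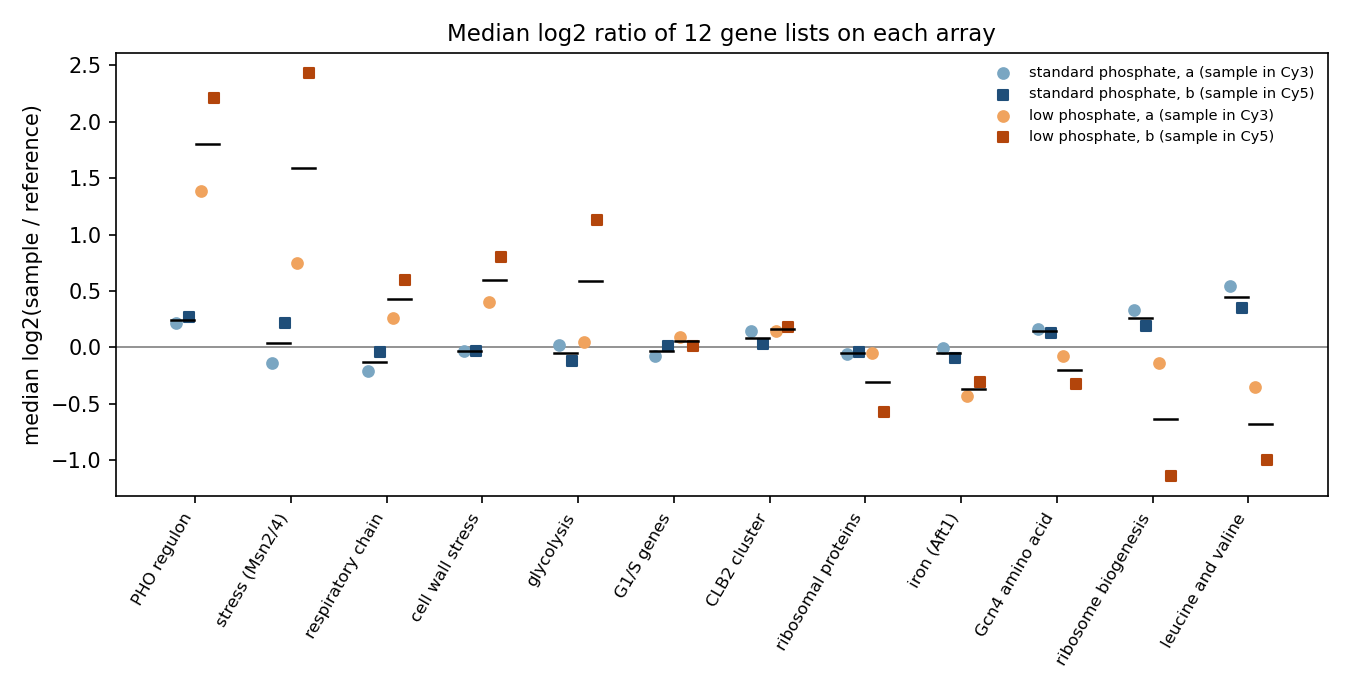
Median log2 ratio of sample to reference over the members of 12 gene lists, with points for each of the 4 arrays and a black line at the mean of the 2 arrays of a condition. Stress genes lie at 0.75 and 2.43 on the low phosphate arrays a and b, whereas the G1/S and CLB2 lists lie between -0.080 and 0.19 on all arrays.

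Genes of energy metabolism had higher means, with the glycolysis genes dependent on the normalization. All 35 respiratory chain genes had a higher mean in low phosphate (median 0.57), as did 15 of 16 tricarboxylic acid cycle genes (median 0.43) and all 16 glycolysis genes (median 0.53). In the tricarboxylic acid cycle list aconitase, ACO1, rose by 0.995 (SE 0.17) and pyruvate carboxylase, PYC1, fell by 0.99 (SE 0.15) with adjustment over the list alone. The glycolysis median was 0.047 on low phosphate array a and 1.13 on array b, and its call was lost without array b (median 0.096, and 1.1 without array a), whereas the median of the tricarboxylic acid cycle list was 0.233 without it. The glycolysis call was also lost with median centring (median 0.189) and loess on spike-in spots (0.0739), and its median was 0.273 with print-tip loess and 0.239 with the authors' stated steps. Camera gave adjusted p = 3.88e-15, 0.00045 and 0.00045 for these lists, and an adjusted p of 0.59 for each with an estimated correlation. Cell wall stress genes were higher for all 14 members (median 0.60, and 0.399 without low phosphate b, adjusted p = 5.72e-06, and adjusted p = 0.52 with an estimated correlation).

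Cell cycle lists had small medians. Genes of the transition from mitosis to early G1 were higher for 19 of 24 members (median 0.22, adjusted p = 0.00073, and adjusted p = 0.52 with an estimated correlation), with DSE4, a daughter-specific glucanase, at 0.70 (SE 0.085). The CLB2 cluster had a median of 0.12 (adjusted p = 0.022, and adjusted p = 0.59 with an estimated correlation), a call lost with loess on spike-in spots (0.0998), with scale between arrays (0.0565), and without low phosphate a or standard phosphate b (0.0795 and 0.088). The lists of late G1 genes (median 0.066, adjusted p = 0.078) and histones (median 0.0105, adjusted p = 0.955) did not pass. Among the other PHO pathway genes, which hold regulators and low-affinity transporters, 10 of 16 were higher (median 0.033, adjusted p = 0.605), and the inositol pyrophosphate kinase VIP1 rose by 0.94 (SE 0.11) with adjustment over the list alone. Likewise INO1, the inositol phosphate synthase, rose by 1.23 (SE 0.11) in the phospholipid list, whose median was 0.038 (adjusted p = 0.68).

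Of the remaining lists, camera called mitochondrial ribosome (median -0.12, adjusted p = 1.59e-05), proteasome (0.18, adjusted p = 1.59e-05), autophagy and vacuole (0.27, adjusted p = 9.69e-05), Hsf1 chaperone (0.29, adjusted p = 0.00365), ribonucleotide reductase and DNA damage (0.23, adjusted p = 0.011), nitrogen catabolite (0.13, adjusted p = 0.012) and gluconeogenesis genes (0.089, adjusted p = 0.047). With an estimated correlation the adjusted p was 0.52 to 0.59 for these lists. Without low phosphate b the medians of the proteasome and autophagy lists were 0.0908 and 0.115. With the dimmest probes left out the autophagy and DNA damage medians were 0.433 and 0.461, and with median centring that of the mitochondrial ribosome was -0.0614. The gluconeogenesis call was lost with each array left out (0.0576 to 0.153) and under most other alternatives, and the nitrogen call without low phosphate b (0.0554) or standard phosphate a (0.106) and with the dimmest probes left out (0.117). The Hsf1 call was lost with median centring (0.202) and loess on spike-in spots (0.136), and the DNA damage and mitochondrial ribosome calls without low phosphate a (0.309 and -0.119). Lists of zinc, sulfur, purine, thiamine, hexose transport, ergosterol and meiosis genes did not pass, with medians of -0.058, -0.003, 0.094, 0.04, -0.078, 0.09 and 0.046, of which those of the sulfur, purine, hexose transport and meiosis lists had the other sign under at least 1 alternative. For the zinc, hexose transport and purine lists the mean (0.0051, 0.073 and -0.0105) had the other sign than the median, and camera's direction was lower for all of them. PHO3, an acid phosphatase on the thiamine list, was at 2.41 (SE 0.56) by its brighter probe, whereas its other probe read 0.47 and -1.19 on the low phosphate arrays. A rise of PHO3 itself is therefore not shown. Over all 35 lists 21 passed, 14 higher and 7 lower. By fry, 2 passed, both higher: early G1 genes and ergosterol genes.

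Both conditions also differed from the reference. In standard phosphate 5 genes passed, 1 higher and 4 lower. LEU1 rose by 1.65 (SE 0.061, adjusted p = 0.021), and the biotin genes BIO3, BIO2, VHT1 and BIO4 fell by 2.96 (SE 0.077), 2.26 (SE 0.11), 1.92 (SE 0.065) and 1.79 (SE 0.068) on the log2 scale, with adjusted p of 0.018 to 0.042. The largest ratios of the genes named here did not all pass: the stress gene HSP12 was at 2.31 (SE 0.81, adjusted p = 0.446), PHO84 at 2.24 (SE 0.13, adjusted p = 0.0615), the unnamed probe SCAB003421 at 1.30 (SE 0.072, adjusted p = 0.0604) and BIO5 at -1.77 (SE 0.225, adjusted p = 0.307, and -3.43 with normexp offset 0). HSP12 read 2.11 and 2.51 on the standard phosphate arrays, above its 0.955 on low phosphate a and below its 4.16 on b. In low phosphate 19 genes passed, 10 higher and 9 lower. SPL2 (3.95, SE 0.165), the unnamed probe SCAB002855 (3.77, SE 0.26), PHO12 (3.74, SE 0.21), PHO84 (3.70, SE 0.13) and VTC3 (3.12, SE 0.14) led those that rose. BIO3 (-2.77, SE 0.077), VHT1 (-2.54, SE 0.065) and BIO2 (-2.36, SE 0.11) led those that fell, followed by SIT1 (-2.09, SE 0.14) and the mannoprotein FIT3 (-1.87, SE 0.074). Both counts were 0 without either standard phosphate array and with the replicate letter as a block. Without either low phosphate array the standard phosphate count was 570, and the low phosphate count was 2504 without array a and 204 without array b.

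LEU2, carried by the plasmid, lay above the reference on all 4 arrays, at 2.62 and 1.48 in standard phosphate and 0.57 and 1.09 in low phosphate (difference -1.21, SE 0.45, adjusted p = 0.42, and -0.645 without standard phosphate a). Its mean ratio in standard phosphate, 2.05, ranged from 1.48 to 4.31 over the alternatives, highest with normexp offset 0. BY4742 lacks LEU2, HIS3, URA3 and LYS2, and the reference labels name no plasmid. The LEU2 ratio may therefore rest on background signal in the reference channel, and its exact size is uncertain. The list of marker loci had a median of -0.108 and did not pass (adjusted p = 0.247). HIS3, URA3 and LYS2 differed from the reference by 0.035, 0.011 and -0.066 in standard phosphate, which does not show equal expression of loci that the strain lacks. URA3 was above background on 1 of the 2 arrays of each group. Genes specific to mating type a had medians between -0.088 and -0.0098 on all arrays and a median difference of -0.020, with a mean of 0.014 of the other sign (adjusted p = 0.958). Of 4 genes specific to mating type alpha, the mating type of this strain, 3 fell with adjustment over the list alone (list median -0.63, adjusted p = 0.022, and adjusted p = 0.53 with an estimated correlation): STE3 by 0.45 (SE 0.086), SAG1 by 0.81 (SE 0.20) and MF(ALPHA)2 by 1.28 (SE 0.39). The call of this list was lost without low phosphate a (median -0.756). Haploid-specific genes had a median of -0.21 and did not pass (adjusted p = 0.18). The background-subtracted log2 signal of the reference channel, over spots where it was above 0, correlated with r = 0.97 to 0.99 between arrays across probes.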

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

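The authors' stated steps together and the restriction to the probes of the deposited table were chosen after the data were seen. PHO enrichment passed in every setting, with 11 to 18 of 20 members. Fisher's exact test takes genes as independent in each of these settings, so a pass does not measure the spread between cultures or arrays. Aquantile normalization left every ratio and result unchanged by its construction. Where a count or call moved, the cause was not tested. With duplicate spots in the fit, both spots of a probe on the same array enter as observations and are not independent replicates. The added degrees of freedom come from within arrays, so the higher counts of that setting do not measure the spread between arrays.

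Low minus standard phosphate, 1 gene here, gave 0 with normexp offset 0, print-tip loess, median centring, loess on spike-in spots, the replicate block, trend and robust, the deposited log2 ratios, the authors' stated steps together and an adjusted p under 0.01. It gave 3 with scale between arrays, of which 0 were shared, 195 with duplicate spots in the fit and 0 to 2030 with an array left out. At the study's thresholds, 196 genes here, it gave 379 with normexp offset 0, 298 with loess on spike-in spots (80 higher and 218 lower), 334 with the replicate block, 452 with duplicate spots in the fit, and 64 to 936 with an array left out. Standard phosphate minus reference, 5 here, gave 8 with no background correction, 9 with normexp offset 0, 8 with print-tip loess, 0 with median centring, loess on spike-in spots and the replicate block, 3 with scale between arrays, 8 with trend and robust, 139 with duplicate spots, 9 with the authors' stated steps and 0 to 570 with an array left out. Low phosphate minus reference, 19 here, gave 505 with scale between arrays, 0 with the replicate block, 31 with trend and robust, 1544 with duplicate spots and 0 to 2504 with an array left out.

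With an estimated correlation, a test of at most 2 degrees of freedom here, 0 lists passed, and with fry 2. These change the test and not the medians, so the calls lost under both kept medians of 1.4 (PHO regulon), -0.28 (ribosomal proteins), -0.901 (ribosome biogenesis), 1.54 (stress), 0.116 (CLB2 cluster), -0.345 (iron), -1.12 (leucine), -0.389 (Gcn4), 0.57 (respiratory chain), 0.431 (tricarboxylic acid cycle), -0.124 (mitochondrial ribosome), 0.534 (glycolysis), 0.0891 (gluconeogenesis), 0.128 (nitrogen), 0.266 (autophagy), 0.181 (proteasome), 0.291 (Hsf1), 0.599 (cell wall), 0.232 (DNA damage) and -0.631 (alpha-specific). The early G1 list (0.217) lost its call with an estimated correlation alone, and ergosterol (0.0898) passed with fry.

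Gluconeogenesis lost its call with no background correction (0.081), print-tip loess (0.106), median centring (0.155), scale between arrays (0.0916), the dimmest probes left out (0.0698), the deposited log2 ratios (0.087), duplicate spots (0.0891) and each array left out (0.0576 to 0.153). Median centring and loess on spike-in spots ended the calls of glycolysis (0.189 and 0.0739) and Hsf1 (0.202 and 0.136). The CLB2 cluster was lost with loess on spike-in spots (0.0998) and scale between arrays (0.0565), and nitrogen with the dimmest probes left out (0.117). Scale between arrays called late G1 genes (0.0626) and ergosterol (0.107), and print-tip loess (0.133) and the authors' stated steps (0.147) called ergosterol.

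With each array left out in turn, the median ranged from -0.56 to -0.00845 for ribosomal proteins (call lost without low phosphate b), 0.0957 to 1.1 for glycolysis and 0.0554 to 0.188 for nitrogen genes (lost without low phosphate b, nitrogen also without standard phosphate a), 0.0795 to 0.153 for the CLB2 cluster (lost without low phosphate a or standard phosphate b), and -0.756 to -0.505 for alpha-specific, 0.154 to 0.309 for DNA damage and -0.138 to -0.119 for mitochondrial ribosome genes (lost without low phosphate a). Calls held, with medians that moved over 1.5 times, for stress (0.604 to 2.42), ribosome biogenesis (-1.45 to -0.405), leucine (-1.49 to -0.609), the tricarboxylic acid cycle (0.233 to 0.645), autophagy (0.115 to 0.472), proteasome (0.0908 to 0.244) and cell wall genes (0.399 to 0.78). With the dimmest probes left out the iron median was -0.589. Late G1 genes (0.00438 to 0.116) passed without standard phosphate b or low phosphate b, and sulfur genes (-0.123 to 0.0822) passed, lower, without low phosphate b. Over all alternatives the low minus standard difference ranged from -1.41 to -0.601 for RPF1, -1.19 to -0.593 for RCL1, -1.13 to -0.531 for FCF1, -2.01 to -0.948 for SNO1, -0.513 to -0.232 for STE3, -1.82 to -0.735 for MF(ALPHA)2, -1.78 to -0.645 for LEU2 and 1.25 to 3.37 for PHO89. Of 2252 values of named genes under the alternatives, 1962 kept their direction and side of the threshold or had no call to turn, 215 passed it anew and 75 no longer passed. Not run were leaving out marked spots, as none were marked, a slide or date block, as none is given, and the deposited final table, which has no values per array. Signal over background limits the standard phosphate array b most, with 90.3% of probes above background.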

Other observations

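PHO genes stood high among all probes by the difference of each low phosphate array from the mean of standard phosphate. Of the 20 highest differences 10 were PHO members on array a and 4 on array b, with a median rank of 25.5 and 90. Among the lowest named differences outside the lists were the aldehyde dehydrogenase ALD5 (-1.45, SE 0.15), the adenine deaminase AAH1 (-1.44, SE 0.51, and -0.734 without low phosphate b) and SFK1 (-1.48, SE 0.28), and none of them passed over all probes.

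Of the tests that follow, that of the normalization for stress and ribosome biogenesis genes was written before its result was seen, and the others after. The bootstrap intervals resampled the genes of the lists, which moved together, and not the arrays. They therefore do not measure the spread between cultures or arrays.

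Stress, ribosome biogenesis and glycolysis genes were shifted further on low phosphate array b than on array a. Gene-specific dye bias would recur in the standard phosphate pair. Over the members of these lists together, that pair held 16.8% of the difference between b and a (95% bootstrap interval 14.4 to 19.7). The lists differed in this. For stress genes the median of b minus a was 0.357 in standard and 1.58 in low phosphate. For ribosome biogenesis genes it was -0.165 and -1.03, and for glycolysis genes -0.118 and 1.1, of opposite sign. Ratios of array a compressed by a single factor would give these lists the slope of the PHO, leucine and iron lists. The ratio of slopes was instead 2.24 (1.95 to 2.58), and 1.67 to 2.91 against each of the latter lists alone. However, the shifted lists were picked for their further shift on array b, which by itself favours a higher slope. Under median centring and loess on spike-in spots, at least 93.7% (90 to 96.8) of the difference remained for stress and ribosome biogenesis genes and 66.8% (63.8 to 84.2) for glycolysis genes, which argues against the within-array normalization as the whole source. No biological explanation was tested, as both arrays have the same group, and a difference in growth state between cultures may remain open.

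PHO genes lay above the reference in the standard phosphate cultures too. Carry-over of low phosphate RNA stays open as a part of this. A common share of 7.5%, the median of what the same members need, gave 85% of their ratios (17 of 20) within 2 standard errors. However, 13 of 20 also lay within 2 standard errors of 0, and those cannot tell such a share from none. PHO84, VTC3 and PHO81 lay outside, at 2.24 against 0.92, 1.07 against 0.655 and 0.39 against 0.232. PHO84 (SE 0.145) would need a share of 31.1%, so the common share alone does not give its ratio. A weak phosphate response in these cultures would raise the members in much the same proportion and was not tested apart from carry-over. Gene-specific dye bias would turn the sign between the arrays, whereas 16 of 20 members lay above 0 on both. Whether the medium or plasmid differs from the reference in effect cannot be told apart, since 0 of 8 channels give the medium without the plasmid or the plasmid without the medium.

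The M values of the deposited table do not follow the arrays that its headers name. Over probes, the low phosphate M correlated with the mean of both arrays at r = -0.537, and the standard phosphate M at -0.146, while the low phosphate M correlated with low minus standard phosphate, the comparison of the study's figure, at -0.491. A turned sign would give the PHO median the arrays' size, but its size was 10.7% (4.25 to 15.3) of theirs, with a median M of -0.17 against 1.60. Averaging without turning the dye orientation would give a correlation above 0.8 in size with the difference of the arrays, and r was -0.467. What the table's columns hold stays open.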
